A study of Mus musculus with 16 samples. Its data were reported in "Denervation alters the secretome of myofibers and thereby affects muscle stem cell lineage progression and functionality" (2024).

How the data were processed

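Gene expression was measured by RNA sequencing in male C57BL/6J mice 21 days after unilateral sciatic nerve transection (DEN) or sham surgery, in which the nerve was located but not cut. The 16 libraries came from 4 groups of 4 mice each: muscle fibers isolated with collagenase from the extensor digitorum longus (EDL) after DEN or sham, and whole tibialis anterior (TA) after DEN or sham. The labels did not say whether EDL and TA were taken from the same animals, so each library was treated as a separate mouse.

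Libraries were made by the authors with polyA selection and a directional protocol and were read from 1 end. The authors demultiplexed reads with bcl2fastq 2.20.0.422, trimmed adapters with cutadapt 2.1 and aligned reads to the GRCm38 mouse genome with TopHat2 2.1.0. The deposited gene counts are whole numbers of reads that the authors assigned to genes with featureCounts 1.6.5. The deposited RPM values were computed by the authors as counts scaled to the total of each library, and recomputation from the counts differed from them by at most 5.1e-11. The deposited RPKM values were made by the authors from the same counts and a gene length whose definition was not given, so RPKM was used for no test. The tables held 55487 genes, of which 31476 had at least 1 count. A gene symbol was shared with another identifier for 234 identifiers, and tests were run on identifiers. No column belonged to other samples. Depth ran from 4.76e+07 to 6.23e+07 counts per library. The lowest mean chi-square per gene between replicates was 13.2 over genes with at least 20 summed counts (1 is the value for sampling noise alone), so libraries of a group differed by more than sampling noise.

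Differential expression was tested on the counts with edgeR 4.0.16 (R 4.3.3). Genes were kept with filterByExpr by group (minimum count 10), libraries were scaled with TMM factors, and each contrast was tested with the quasi-likelihood F-test. P values were adjusted over all tested genes by the Benjamini-Hochberg method at a threshold of 0.05. Standard errors were derived from the F statistic and the log2 fold change. The 3 comparisons of 2 groups (DEN against sham in fibers, DEN against sham in whole muscle, sham fibers against sham whole muscle) were each fitted on their own 8 libraries, and the interaction (DEN effect in fibers minus DEN effect in whole muscle) was fitted on all 16. The DEN comparisons of fibers and whole muscle shared no library. Values given for a gene without a unit are log2 fold changes, and levels are given as mean RPM with the standard deviation over 4 libraries. A gene with no count in a group was given a lower bound for its fold change by setting that group to 3 summed counts. These bounds were scaled to total counts, which gave higher folds for DEN over sham than TMM scaling.

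Gene groups were tested with 38 lists: 26 of processes, 11 of cell types and 1 of factors the study named. The process lists covered acetylcholine receptor and neuromuscular junction genes, denervation-responsive transcriptional regulators, muscle atrophy genes, proteasome subunits, autophagy and lysosome genes, ribosomal proteins, fast and slow sarcomere genes, developmental sarcomere genes, glycolysis, oxidative phosphorylation, the tricarboxylic acid cycle, fatty acid oxidation, mitochondrial biogenesis regulators, extracellular matrix, growth factors and myokines, TGF-beta signalling, immediate early genes, heat shock genes, inflammatory cytokines, interferon response, complement, myogenic fusion genes, cell cycle, polyamine metabolism and ion channels. The cell lists covered macrophages, neutrophils, lymphocytes, fibro-adipogenic progenitors, endothelial cells, pericytes and smooth muscle, Schwann cells, adipocytes, tenocytes, erythroid cells and muscle stem cells. The list of polyamine metabolism also held genes of one-carbon and amino acid metabolism. A list needed 3 tested members. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, and again with an estimated correlation. Members passing were counted with adjustment over all genes and adjusted over the list alone. The list of factors the study named is not independent evidence.

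Genes were named by a rule set before the data were examined. It named 22 fixed genes, up to 3 members of each list with the largest absolute log2 fold change, and the genes with the largest change in each direction (6 for each DEN comparison, 5 for the others). Apart from the fixed genes, a named gene needed an adjusted p below 0.05. It also needed a mean of at least 1 RPM (lists) or 10 RPM (largest changes) in the highest group. In comparisons of 2 groups it further needed no overlap in RPM between their libraries, a condition that the interaction did not have. Predicted genes were left out of the largest changes. Some genes given for opposite directions in fibers and whole muscle were not named by this rule. Coordinates were read from a GENCODE annotation of GRCm38, which held 99.4% of the identifiers. Reads of near-identical copies (Amd1, Amd2 and their pseudogenes, Hspa1a and Hspa1b, Krt8 and its pseudogene) cannot be assigned to 1 copy with certainty.

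For each library 15 metrics were computed, including the share of the 37 mitochondrial genes, the share of the 10 most abundant genes and the mean log2 RPM of each cell list (pseudocount 0.5 RPM). They were compared between DEN and sham with a 2-sided exact permutation test over 70 arrangements, whose smallest p is 0.029, and adjusted over the metrics of a preparation. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures.

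The test was run on simulated counts with the real means, library sizes and dispersions and with 50 genes changed at each of 4 folds. Changed genes were drawn from those with an expected count of at least 50, so the shares do not cover genes with lower counts. Far fewer genes were changed than passed in the data, so the false calls do not test the scaling. For DEN in fibers, 8%, 58%, 88% and 100% of genes changed by 1.25, 1.5, 2 and 4-fold were recovered with 10 false calls among 16526 genes, and for DEN in whole muscle 22%, 70%, 98% and 100% with 9 among 16185. For sham fibers against sham whole muscle the shares were 2%, 44%, 88% and 100% with 7 false calls among 15769 genes, and for the interaction 2%, 40%, 84% and 96% with 5 among 17101.

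The alternatives set beforehand were the DESeq2 Wald test (DESeq2 1.42.0), RLE size factors, scaling to total counts only, no expression filter, a filter of at least 1 RPM in 4 libraries, mitochondrial genes left out, the replicate number as a block, each library left out in turn, all 16 libraries in 1 fit, a minimum absolute log2 fold change of 0.58, and thresholds like those of the study (DESeq2 adjusted p below 0.05 with an absolute log2 ratio of mean RPM of at least 0.58). Lists were also tested with fry. After the values were seen, a fit without 3 libraries that stood apart (sham fibers 3, DEN fibers 3 and sham whole muscle 1) was added. Muscle (EDL or TA), enzymatic isolation and preparation changed together in this design and were not separated. Muscle stem cell experiments of the study were not analysed here, and 4 genes are not reported here and were left out of the comparisons of single libraries and of the named genes between preparations.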

Results

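Expression was compared in 16 libraries of mouse hindlimb muscle collected 21 days after DEN or sham surgery, with 4 libraries each of DEN fibers, sham fibers, DEN whole muscle and sham whole muscle. Fibers were isolated from the EDL and whole muscle was the TA, and depth ranged from 4.76e+07 to 6.23e+07 counts. The comparisons asked which genes DEN changed in isolated fibers, which it changed in whole muscle, how far these responses shared genes and direction, how sham fibers differed from sham whole muscle, and in which genes the size of the DEN response differed between the preparations. The genes Myh4 (fast myosin heavy chain), mt-Co1, Acta1 and Atp2a1 were among the most abundant, and Myh4 reached 49247 ± 3457 RPM in sham fibers and 59874 ± 7156 RPM in sham whole muscle.

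Coordinates of the genes named most often refer to GRCm38. The receptor genes Chrna1 (ENSMUSG00000027107) and Chrng (ENSMUSG00000026253) lie on chromosome 2 at 73563215 to 73580338 and on chromosome 1 at 87204657 to 87212694. The regulators Myog (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548), Runx1 (ENSMUSG00000022952, chromosome 16, 92601466 to 92826149), Gadd45a (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457) and Junb (ENSMUSG00000052837, chromosome 8, 84974484 to 84978718) encode nuclear proteins. Secreted proteins are encoded by S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035), Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), Ostn (ENSMUSG00000052276, chromosome 16, 27307489 to 27351212) and Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077). Structural and enzyme genes were Krt8 (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482), Krt18 (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027), Myh4 (ENSMUSG00000057003, chromosome 11, 67238029 to 67260446), Myh11 (ENSMUSG00000018830, chromosome 16, 14194535 to 14291372), Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238) and Amd1 (ENSMUSG00000075232, chromosome 10, 40287458 to 40302186). Counts of Amd1, Hspa1b and Krt8 may include reads of the near-identical copies Amd2, Hspa1a and Krt8-ps.

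**Figure D1:**
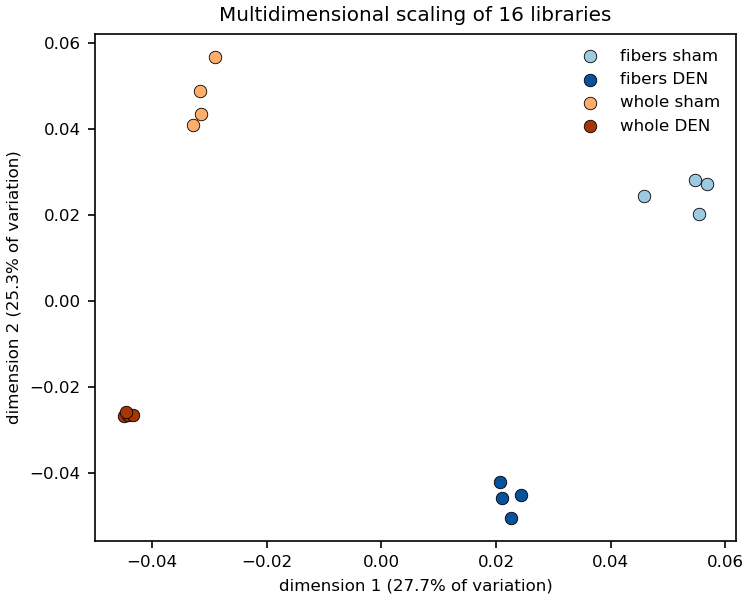
Multidimensional scaling of the 16 libraries by Euclidean distances of 1 minus the Spearman correlation of counts. Dimension 1 (27.7% of variance) is on the horizontal axis and dimension 2 (25.3%) on the vertical axis. Colors mark DEN and sham libraries of muscle fibers and whole muscle, 4 per group.

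The 4 groups of libraries separated by surgery and by preparation, with Spearman correlations of 0.961 to 0.970 within groups and 0.930 to 0.954 between groups. Macrophage genes averaged 2.95 ± 0.23 log2 RPM in DEN fibers and 1.21 ± 0.32 in sham fibers (exact permutation p = 0.0286, adjusted p = 0.0612 over 15 metrics). In whole muscle they averaged 3.12 ± 0.12 after DEN and 2.07 ± 0.43 after sham (exact permutation p = 0.0286, adjusted p = 0.0429). Muscle stem cell genes averaged 4.10 ± 0.19 in DEN fibers against 3.35 ± 0.27 in sham fibers, and 3.72 ± 0.036 against 3.15 ± 0.018 in whole muscle. These averages were scaled to total counts, and with TMM scaling the median log2 fold change of the stem cell genes with DEN was 0.28 in fibers and 0.36 in whole muscle. Pericyte and smooth muscle genes averaged 5.62 ± 0.74 in DEN fibers and 4.61 ± 0.25 in sham fibers, and in whole muscle 4.32 ± 0.10 and 4.66 ± 0.080. The 37 mitochondrial genes held 9.78% ± 0.44% of counts in DEN fibers and 14.5% ± 2.6% in sham fibers, and 9.70% ± 0.40% and 13.4% ± 1.2% in whole muscle. The 10 most abundant genes held 15.6% ± 0.60% of counts in DEN fibers against 24.7% ± 1.7% in sham fibers, and 18.4% ± 0.25% against 26.3% ± 0.45% in whole muscle. A count was found for 23980 ± 357 genes in DEN fibers and 22557 ± 437 in sham fibers, and for 22998 ± 287 and 21624 ± 420 in whole muscle.

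In isolated fibers, DEN raised genes of the neuromuscular junction, slow and developmental sarcomere proteins and macrophages, and lowered genes of fast sarcomere proteins, glycolysis and myelin. Of these lists the neuromuscular junction alone also passed with an estimated correlation between genes. Chrng, the fetal receptor subunit, rose from 0.203 ± 0.10 to 55.6 ± 17 RPM (log2 fold change 7.58, standard error 0.31, n = 4 per group), and Chrna1 rose from 16.8 ± 1.5 to 293 ± 40 RPM (3.63, standard error 0.09). Myh4 fell to 10336 ± 1571 RPM (log2 fold change -2.74, standard error 0.19). Of 16724 tested genes, 9047 (54.1%) passed an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 4532 higher and 4515 lower after DEN. At an absolute log2 fold change of at least 0.58 there were 5111, with 2689 higher and 2422 lower. The DEN and sham libraries did not overlap in RPM in 10401 genes (62.2%), against a chance share of 2.86% for a gene without a difference. RPM is scaled to total counts, so part of this share can stem from the shift of all genes given next. Scaled to total counts only, the median log2 fold change of all tested genes was 0.49 in fibers and 0.45 in whole muscle, and 86.9% of the 11443 fiber genes that passed were higher after DEN.

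Among the largest rises in fibers were those of the epithelial keratin genes Krt8 and Krt18, a P-type ATPase and a calcium-binding protein. Krt8 rose from 0.0289 ± 0.024 to 82.0 ± 7.2 RPM (log2 fold change 10.91, standard error 0.24) and Krt18, its filament partner, from 0.177 ± 0.098 to 246 ± 31 RPM (9.92, standard error 0.26). The ATPase gene Atp13a4 had no count in sham fibers and 12.1 ± 1.2 RPM in DEN fibers, a rise of at least 850-fold scaled to total counts. S100a8, part of calprotectin, rose from 0.112 ± 0.13 to 50.2 ± 6.0 RPM (8.38, standard error 0.40). Among the largest falls were those of the retinol dehydrogenase family gene Dhrs7c (166 ± 14 to 10.9 ± 4.4 RPM, log2 fold change -4.40), cardiac actin Actc1 (-3.85, standard error 0.51), the secreted factor Dkk3 (-3.76, standard error 0.37), fast myosin-binding protein Mybpc2 (3869 ± 388 to 427 ± 103 RPM, -3.66) and Amd2, a copy of the polyamine enzyme gene Amd1 (-3.58).

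Of the 16 neuromuscular junction genes in fibers, 11 rose, 3 fell and 2 did not pass (camera with Benjamini-Hochberg adjusted p = 1.9e-15, and 0.046 with an estimated correlation). Chrnd rose from 5.93 ± 0.20 to 157 ± 26 RPM (log2 fold change 4.23, standard error 0.10) and Musk, the agrin receptor kinase, from 10 ± 1 to 106 ± 15 RPM (2.91, standard error 0.08). Among 16 denervation-responsive regulators 6 rose and 4 fell, with camera adjusted p = 0.038 (Benjamini-Hochberg) and adjusted p = 0.51 with an estimated correlation. The list call ended with total counts only (adjusted p = 0.065) and without sham fiber library 1 (0.064) or 3 (0.11). Its members Myog (3.38 ± 0.20 to 79.8 ± 26 RPM, log2 fold change 4.06), Runx1 (2.25, standard error 0.15), Sox11 (2.22, standard error 0.31) and the histone deacetylase gene Hdac4 (0.97, standard error 0.08) rose.

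Sarcomere genes in fibers shifted from the fast to the slow forms and, for most but not all members of the list, to the developmental forms. Of 23 fast sarcomere genes 20 fell and 1 rose (camera with Benjamini-Hochberg adjusted p = 1.6e-17, and adjusted p = 0.2 with an estimated correlation). Mylk2, the skeletal myosin kinase, fell from 1153 ± 119 to 152 ± 28 RPM. Of 16 slow and oxidative fiber genes 13 rose and 2 fell, or 14 and 2 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 5.2e-09, and adjusted p = 0.45 with an estimated correlation). Sarcolipin (Sln) rose from 1.18 ± 0.42 to 134 ± 17 RPM (log2 fold change 6.33), the Z-disc gene Csrp3 from 20.8 ± 19 to 938 ± 120 RPM (5.04) and slow troponin T (Tnnt1) from 5.35 ± 3.1 to 88.9 ± 11 RPM (3.59). Of 13 developmental genes 9 rose and 3 fell, or 10 and 3 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 0.0022, and adjusted p = 0.12 with an estimated correlation). Mybph rose by 3.49 log2 units and embryonic myosin Myh3 by 3.04 (22.8 ± 7.6 to 264 ± 70 RPM). Actc1, named above among the largest falls, is also a member of the developmental list and fell by more than Mybph rose.

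Glycolysis genes fell in fibers, and nuclear genes of oxidative phosphorylation and the tricarboxylic acid cycle passed more often as lower with TMM scaling and more often as higher with total counts only. None of 24 glycolysis genes rose and 22 fell, 23 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 1.2e-17, and adjusted p = 0.2 with an estimated correlation). Among them were Fbp2 (log2 fold change -2.69), Gpd1 (569 ± 54 to 132 ± 11 RPM, -2.60) and the glycogen phosphorylase gene Pygm (-1.96). Among 60 oxidative phosphorylation genes 44 fell and 0 rose under TMM scaling, whereas 25 were higher and 3 lower with total counts only. Their camera adjusted p was 0.00021 (Benjamini-Hochberg), with adjusted p = 0.8 with an estimated correlation and 0.15 with total counts only. Ndufb4 and Ndufs7, of complex I, both fell by 0.74 log2 units. Among 23 tricarboxylic acid cycle genes 15 fell and 1 rose, against 11 higher and 1 lower with total counts only (camera with Benjamini-Hochberg adjusted p = 0.025, adjusted p = 0.8 with an estimated correlation and 0.37 with total counts only). The call for this list also ended without DEN fiber library 3 (0.060) or sham fiber libraries 2 (0.054) or 4 (0.056), and its member Idh3a fell by 0.93 log2 units. Of 21 fatty acid oxidation genes 5 rose and 4 fell, or 4 and 4 adjusted over the list alone (15 and 1 with total counts only). Fabp3 (log2 fold change 0.52) and Acadl (0.44) rose. Of 13 mitochondrial biogenesis regulators 3 rose and 5 fell (8 and 1 with total counts only), among them the nuclear receptor gene Esrrg (1.74) and Perm1 (-1.74). Ppargc1a did not pass (0.22, edgeR with Benjamini-Hochberg adjusted p = 0.33) but did with total counts only (0.71).

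Protein turnover genes changed in both directions in fibers. Of 29 muscle atrophy genes 9 rose and 11 fell, 9 and 12 adjusted over the list alone, whereas 17 were higher and 3 lower with total counts only. Gadd45a rose from 99.2 ± 35 to 602 ± 83 RPM (log2 fold change 2.1, standard error 0.25), the death receptor gene Eda2r by 2.95 and asparagine synthetase (Asns) by 2.65 log2 units. The ubiquitin ligase gene Trim63 had a log2 fold change of -0.63 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.011), a call that ended with total counts only (-0.13, adjusted p = 0.44). Its partner Fbxo32 did not pass (0.24, adjusted p = 0.094, edgeR with Benjamini-Hochberg) but did with total counts only (0.74, adjusted p = 6.9e-05) and without sham fiber library 1 (0.35, adjusted p = 0.016). Of 31 proteasome subunits 21 rose and 1 fell (camera with Benjamini-Hochberg adjusted p = 0.0073, and adjusted p = 0.8 with an estimated correlation). Psmb1 rose by 0.62 log2 units. Of 29 autophagy and lysosome genes 11 rose and 5 fell (23 and 3 with total counts only), with the cathepsin gene Ctss (2.05) and Map1lc3a (1.40) higher. Ribosomal protein genes rose in 42 of 43 cases (camera with Benjamini-Hochberg adjusted p = 4.1e-13, and adjusted p = 0.45 with an estimated correlation), led by Rpl3 (37.9 ± 6.5 to 176 ± 23 RPM, 1.73).

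All 17 macrophage genes rose in DEN fibers (camera with Benjamini-Hochberg adjusted p = 3.6e-06, and adjusted p = 0.45 with an estimated correlation). Among them were Cd68 (2.45 ± 0.65 to 16.4 ± 1.3 RPM, log2 fold change 2.25), Ccr2 (2.2) and Cd74 (2.12). Of 16 complement genes 11 rose and 0 fell, with C4b (2.70) and C1qa (1.69) as examples (camera with Benjamini-Hochberg adjusted p = 0.0065, adjusted p = 0.46 with an estimated correlation and 0.097 with total counts only). Of 6 neutrophil genes 2 rose, 1 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 0.0028, and adjusted p = 0.13 with an estimated correlation). This call ended with total counts only (0.093) and without any 1 DEN fiber library (0.31 to 0.41). The list includes S100a8, which rose from 0.112 to 50.2 RPM, whereas the highest other member in DEN fibers, Lcn2, was at 2.11 RPM. Of 30 cytokine genes 7 rose and 5 fell, 7 and 3 adjusted over the list alone (13 and 1 with total counts only). Ccl8 (4.59) and Il1b (0.806 ± 0.40 to 6.86 ± 1.7 RPM, 2.61) rose. Of 28 interferon response genes 1 rose and 2 fell (1 and 0 adjusted over the list alone), whereas 16 were higher with total counts only, and Ifi27 rose by 0.84. Of 5 lymphocyte genes 1 rose and 3 fell, with Cd79b at -3.27.

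Myelin and glial genes fell in DEN fibers, with 8 of 13 lower and 2 higher (camera with Benjamini-Hochberg adjusted p = 0.00021, and adjusted p = 0.46 with an estimated correlation), and Ncmap (log2 fold change -5.37) and Mag (-5.27) fell. Of 25 genes of muscle stem cells and fusion 9 rose and 3 fell, including the fusion protein gene Mymk (5.15) and the adhesion gene Ncam1 (6.59 ± 1.0 to 106 ± 12 RPM, 3.51). Camera gave adjusted p = 0.0072 (Benjamini-Hochberg) for this list, with adjusted p = 0.46 with an estimated correlation and 0.088 with total counts only. Of 11 muscle stem cell markers 4 rose and 0 fell, with Des (0.64) and Heyl (0.57) higher. Des is also a member of the developmental sarcomere list, so its rise does not mark stem cells alone. Pax7 did not pass (0.54, edgeR with Benjamini-Hochberg adjusted p = 0.070), but it did with total counts only (1.02), the DESeq2 Wald test (0.53), all 16 libraries in 1 fit (0.53) and without sham fiber library 3 (0.70). Of 16 fibro-adipogenic progenitor genes 4 rose and 0 fell, with Pi16 at 1.77 and Lum at 1.04. Of 12 pericyte and smooth muscle genes 4 rose and 1 fell, or 3 and 1 adjusted over the list alone, and Cspg4 rose by 0.61. Of 15 endothelial genes 6 fell and 0 rose, whereas 4 were higher and 0 lower with total counts only. Of 12 tenocyte genes 1 rose and 2 fell, or 1 and 1 adjusted over the list alone (2 higher and 0 lower with total counts only), with the tendon regulator Scx at 3.09. Of 3 adipocyte genes 1 rose (Cidea, 3.47) and 1 fell (Plin4, -1.23), and none of 6 erythroid genes passed.

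Stress, signalling and growth genes in fibers were led by a fall of immediate early genes. Of 24 immediate early genes 20 fell and 1 rose, with a median log2 fold change of -1.14 (camera with Benjamini-Hochberg adjusted p = 2.4e-11, and adjusted p = 0.12 with an estimated correlation). Fosb fell from 513 ± 143 to 195 ± 35 RPM (-1.87), Maff by 2.07, Nr4a3 by 1.93 and Junb by 0.80 log2 units. Of 20 heat shock genes 4 rose and 12 fell, 4 and 13 adjusted over the list alone (8 and 8 with total counts only), with the small heat shock gene Hspb7 higher (2.71) and Dnajb1 lower (-1.43). Of 51 growth factor genes 19 rose and 14 fell, 20 and 14 adjusted over the list alone (27 and 6 with total counts only). Those that rose included Gdf5 (0.197 ± 0.12 to 18.4 ± 5.7 RPM, log2 fold change 6.00) and osteopontin (Spp1, 1.46 ± 0.76 to 29.6 ± 6.5 RPM, 3.86). Of 29 TGF-beta genes 10 rose and 11 fell (15 and 1 with total counts only). Members included Ltbp2 at 2.25 and Acvr2b at -1.44. Of 42 extracellular matrix genes 10 rose and 1 fell, 8 and 1 adjusted over the list alone, including Col19a1 (2.15) and Postn (2.01). Of 28 cell cycle genes 13 rose and 5 fell (20 and 2 with total counts only), with Rrm2 at 2.13 and Aurka at -2.52. Of 22 polyamine, one-carbon and amino acid genes 7 rose and 6 fell, 7 and 7 adjusted over the list alone (13 and 6 with total counts only). Amd1 (298 ± 30 to 36.4 ± 4.0 RPM, -3.53) and spermine oxidase (Smox, -3.46) fell. Of 23 ion channel genes 6 rose and 10 fell (11 and 5 with total counts only), the median log2 fold change was -0.24 while the mean was 0.21 and the test pointed up, and Kcnn3 rose by 4.42. The 7 factors the study named all rose in fibers (camera with Benjamini-Hochberg adjusted p = 1.4e-09, and 0.023 with an estimated correlation), which is not independent evidence, with S100a8 at 8.38, Spp1 at 3.86, Hpgd at 2.64, Chrd at 1.64, Tgfb1 at 1.11, Ostn at 1.02 and Fgf13 at 0.70. The galectin gene Lgals3, not one of these, rose by 3.36.

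In whole muscle, DEN raised regulator, atrophy and proteasome genes and lowered glycolysis, fast sarcomere, pericyte, endothelial and myelin genes. Of these lists the regulators, atrophy and glycolysis genes also passed with an estimated correlation. Chrng rose from 0.075 ± 0.047 to 70.6 ± 22 RPM (log2 fold change 9.41, standard error 0.35, n = 4 per group), Myog from 1.43 ± 0.28 to 142 ± 14 RPM (6.19, standard error 0.12) and Gadd45a from 17 ± 2.3 to 1013 ± 69 RPM (5.46, standard error 0.10). Myh4 fell to 19050 ± 1257 RPM (-2.08, standard error 0.10). Of 16379 tested genes 10845 (66.2%) passed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05), 5572 higher and 5273 lower. At an absolute log2 fold change of at least 0.58 there were 6004, with 3155 higher and 2849 lower. The libraries of the 2 groups did not overlap in RPM in 11339 genes (69.2%) against a chance share of 2.86%. The shift of all genes with total counts can add to this share as well. With total counts only 12255 passed and 81.4% of these were higher.

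The keratin genes Krt8 and Krt18 were among those with the largest rises in whole muscle. Krt8 rose from 0.0172 ± 0.015 to 182 ± 23 RPM (log2 fold change 12.75, standard error 0.20) and Krt18 from 0.0908 ± 0.026 to 471 ± 41 RPM (11.91, standard error 0.12). Krt8-ps, a pseudogene whose reads may stem from Krt8, had no count in sham and rose at least 1060-fold scaled to total counts. The secreted protein gene Bpifb1 rose by 8.52 and Sln by 8.47 log2 units. The methyltransferase gene Mettl21c fell from 67.5 ± 14 to 2.97 ± 0.22 RPM (-4.94) and Amd1 from 947 ± 100 to 62.4 ± 8.4 RPM (-4.35). The Amd1 copies Amd-ps4 (-4.44), Amd-ps3 (-4.34) and Amd2 (-4.34) fell beside it.

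Of 16 denervation-responsive regulators in whole muscle 10 rose and 4 fell (camera with Benjamini-Hochberg adjusted p = 1.8e-08, and 0.040 with an estimated correlation). Runx1 rose from 1.61 ± 0.48 to 132 ± 13 RPM (log2 fold change 5.93) and Hdac4 by 1.97 log2 units. Of 16 neuromuscular junction genes 10 rose and 2 fell (camera with Benjamini-Hochberg adjusted p = 1.2e-06, and adjusted p = 0.24 with an estimated correlation). Among them were Chrnd (6.24), Chrna1 (6.71 ± 0.71 to 449 ± 55 RPM, 5.64) and Musk (2.91). Of 29 atrophy genes 18 rose and 5 fell (camera with Benjamini-Hochberg adjusted p = 4.8e-06, and 0.046 with an estimated correlation), among them the cyclin inhibitor gene Cdkn1a (12.4 ± 3.8 to 559 ± 47 RPM, 5.05), metallothionein Mt2 (4.04), Trim63 (0.63) and Fbxo32 (0.56). Proteasome subunits rose in 30 of 31 cases (camera with Benjamini-Hochberg adjusted p = 1.5e-10, and adjusted p = 0.23 with an estimated correlation). Examples were Psmb5 at 1.07 and Psmd11 at 0.91. Of 29 autophagy genes 17 rose and 5 fell (camera with Benjamini-Hochberg adjusted p = 0.018, and adjusted p = 0.25 with an estimated correlation). Examples were Map1lc3a at 1.79 and Ctsl at 1.71. All 43 ribosomal protein genes rose (camera with Benjamini-Hochberg adjusted p = 3.4e-22, and adjusted p = 0.24 with an estimated correlation), Rpl3 by 2.50 and Rpl19 by 1.11.

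Of 24 glycolysis genes in whole muscle 23 fell and 0 rose (camera with Benjamini-Hochberg adjusted p = 3.4e-22, and 0.046 with an estimated correlation). Among them were Fbp2 (log2 fold change -2.82), Gpd1 (732 ± 21 to 187 ± 15 RPM, -2.40) and the phosphorylase kinase gene Phka1 (-1.91). Of 23 fast sarcomere genes 20 fell and 0 rose (camera with Benjamini-Hochberg adjusted p = 7.1e-19, and adjusted p = 0.066 with an estimated correlation). Examples were Mylk2 at -3.23 and Mybpc2 at -2.39. Slow sarcomere genes rose in 11 of 16 cases and 1 fell (camera with Benjamini-Hochberg adjusted p = 1.2e-06, and adjusted p = 0.23 with an estimated correlation). Examples were Csrp3 at 4.17 and slow troponin I (Tnni1) at 4.01. Of 13 developmental genes 9 rose and 2 fell, 9 and 3 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 0.0006, and adjusted p = 0.24 with an estimated correlation), led by the stretch-responsive gene Ankrd1 (7.66 ± 3.7 to 1201 ± 125 RPM, 6.85), Mybph (5.43) and Tnnt2 (3.26), and Myh3 rose by 1.17.

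Nuclear genes of oxidative phosphorylation, the tricarboxylic acid cycle and mitochondrial biogenesis in whole muscle passed more often as lower with TMM scaling and more often as higher with total counts only. Of 60 oxidative phosphorylation genes 49 fell and 2 rose, 50 and 2 adjusted over the list alone, but 3 were lower and 32 higher with total counts only (camera with Benjamini-Hochberg adjusted p = 0.0006, adjusted p = 0.73 with an estimated correlation and 0.23 with total counts only). Cytochrome c (Cycs) fell by 0.71 log2 units. Of 23 tricarboxylic acid cycle genes 18 fell and 1 rose, 20 and 1 adjusted over the list alone, against 3 lower and 10 higher with total counts only (camera with Benjamini-Hochberg adjusted p = 0.0043, adjusted p = 0.62 with an estimated correlation and 0.26 with total counts only). Members included Idh3a at -0.97 and citrate synthase (Cs) at -0.52. Of 13 mitochondrial biogenesis regulators 11 fell and 2 rose, against 4 lower and 7 higher with total counts only (camera with Benjamini-Hochberg adjusted p = 0.043, adjusted p = 0.24 with an estimated correlation and 0.18 with total counts only). Members included Perm1 at -2.13, Ppara at -1.70 and Esrra at -0.87. The coactivator gene Ppargc1a was lower with TMM scaling (-0.35) but turned to 0.08 with total counts only (edgeR with Benjamini-Hochberg adjusted p = 0.31), and its call ended with all 16 libraries in 1 fit (-0.34, adjusted p = 0.061). Of 21 fatty acid oxidation genes 4 rose and 10 fell (11 and 3 with total counts only), with the lipase gene Lpl at -1.27.

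Vessel and glial genes fell in whole muscle. All 12 pericyte and smooth muscle genes fell with TMM scaling and 10 with total counts only, where the list median was -0.37 instead of -0.80 (camera with Benjamini-Hochberg adjusted p = 0.0006, and adjusted p = 0.24 with an estimated correlation). Among them were Notch3 (46.0 ± 4.5 to 29.6 ± 1.6 RPM, log2 fold change -1.06) and Kcnj8 (-0.86). Of 15 endothelial genes 12 fell and 0 rose, or 8 and 0 with total counts only, with a median of -0.69 and -0.26 (camera with Benjamini-Hochberg adjusted p = 0.0006, and adjusted p = 0.35 with an estimated correlation), with the water channel gene Aqp1 at -1.18, Kdr at -1.15 and Cdh5 at -0.84. Of 13 glial genes 7 fell and 1 rose, or 5 and 3 with total counts only (camera with Benjamini-Hochberg adjusted p = 0.01, and adjusted p = 0.24 with an estimated correlation). Prx, a myelin protein gene, fell by 2.80 log2 units. Of 16 fibro-adipogenic progenitor genes 10 fell and 1 rose, but 4 were lower and 5 higher with total counts only, and Gsn fell by 0.98. Of 17 macrophage genes 10 rose and 1 fell, 11 and 1 adjusted over the list alone. Rises included Cd68 at 2.12 and Cd74 at 1.20. Of 15 complement genes 4 rose and 1 fell, with C4b at 1.53. Of 26 genes of muscle stem cells and fusion 11 rose and 9 fell, 14 and 3 with total counts only (camera with Benjamini-Hochberg adjusted p = 0.0021, and adjusted p = 0.19 with an estimated correlation). Examples were Mymk at 6.70 and Mymx at 5.70. Of 11 muscle stem cell markers 4 rose and 3 fell (6 and 1 with total counts only), and Pax7 fell by 0.65 log2 units, a call that ended with total counts only (-0.22, edgeR with Benjamini-Hochberg adjusted p = 0.13). Of 11 tenocyte genes 4 rose and 2 fell (3 and 2 adjusted over the list alone), of 6 lymphocyte genes 2 rose and 1 fell (Ighm, -3.69), of 6 neutrophil genes 2 rose and 0 fell, of 9 adipocyte genes 1 rose and 1 fell, and of 6 erythroid genes none passed.

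Among stress and signalling genes in whole muscle, 15 of 20 heat shock genes rose and 2 fell, 16 and 2 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 0.00096, and adjusted p = 0.35 with an estimated correlation). Examples were Hspb7 at 2.63 and Hsp90aa1 (29.6 ± 2.6 to 106 ± 2.5 RPM) at 1.42. Of 24 immediate early genes 12 rose and 3 fell, with Fosl1 (log2 fold change 4.96), Junb (8.69 ± 2.5 to 132 ± 28 RPM, 3.50) and Egr3 (2.75) higher. Of 22 cytokine genes 8 rose and 6 fell (14 and 2 with total counts only), with Cxcl10 at 5.90, and of 29 interferon genes 1 rose and 1 fell (1 and 0 adjusted over the list alone), whereas 9 were higher with total counts only. Of 42 extracellular matrix genes 13 rose and 12 fell, 13 and 11 adjusted over the list alone (20 and 8 with total counts only), with median -0.01 and mean 0.40 and with Timp1 at 4.71. Of 48 growth factor genes 17 rose and 22 fell (23 and 14 with total counts only), with median -0.18 and mean 0.33 and with Gdf5 at 6.5 and Gdf15 at 5.24. Of 29 TGF-beta genes 14 rose and 12 fell (16 and 7 with total counts only), with Id2 at 4.10 and Tgif1 at 2.37. Of 29 cell cycle genes 20 rose and 4 fell, 22 and 4 adjusted over the list alone. Rrm2 rose by 3.68 log2 units. Of 21 polyamine, one-carbon and amino acid genes 11 rose and 7 fell, with median 0.31, mean -0.03 and a test direction of down. Among them Smox fell by 3.71. Of 23 ion channel genes 6 rose and 13 fell (9 and 8 with total counts only), with median -0.51 and mean 0.13, and Kcnn3 rose by 4.61. Of the 7 factors the study named 6 rose and 1 fell, 6 and 0 with total counts only (camera with Benjamini-Hochberg adjusted p = 5.9e-05, and 0.046 with an estimated correlation), which is not independent evidence. S100a8 (6.62), Spp1 (0.738 ± 0.82 to 43.5 ± 6.2 RPM, 5.47), Hpgd (4.04), Tgfb1 (2.24), Chrd (1.74) and Fgf13 (0.80) were higher. The myokine gene Ostn was lower (-0.60, edgeR with Benjamini-Hochberg adjusted p = 0.024), a call that ended with total counts only (-0.17, adjusted p = 0.48) and without DEN whole muscle libraries 1 (-0.54), 2 (-0.50) or 3 (-0.55) or sham library 4 (-0.43).

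**Figure D2:**
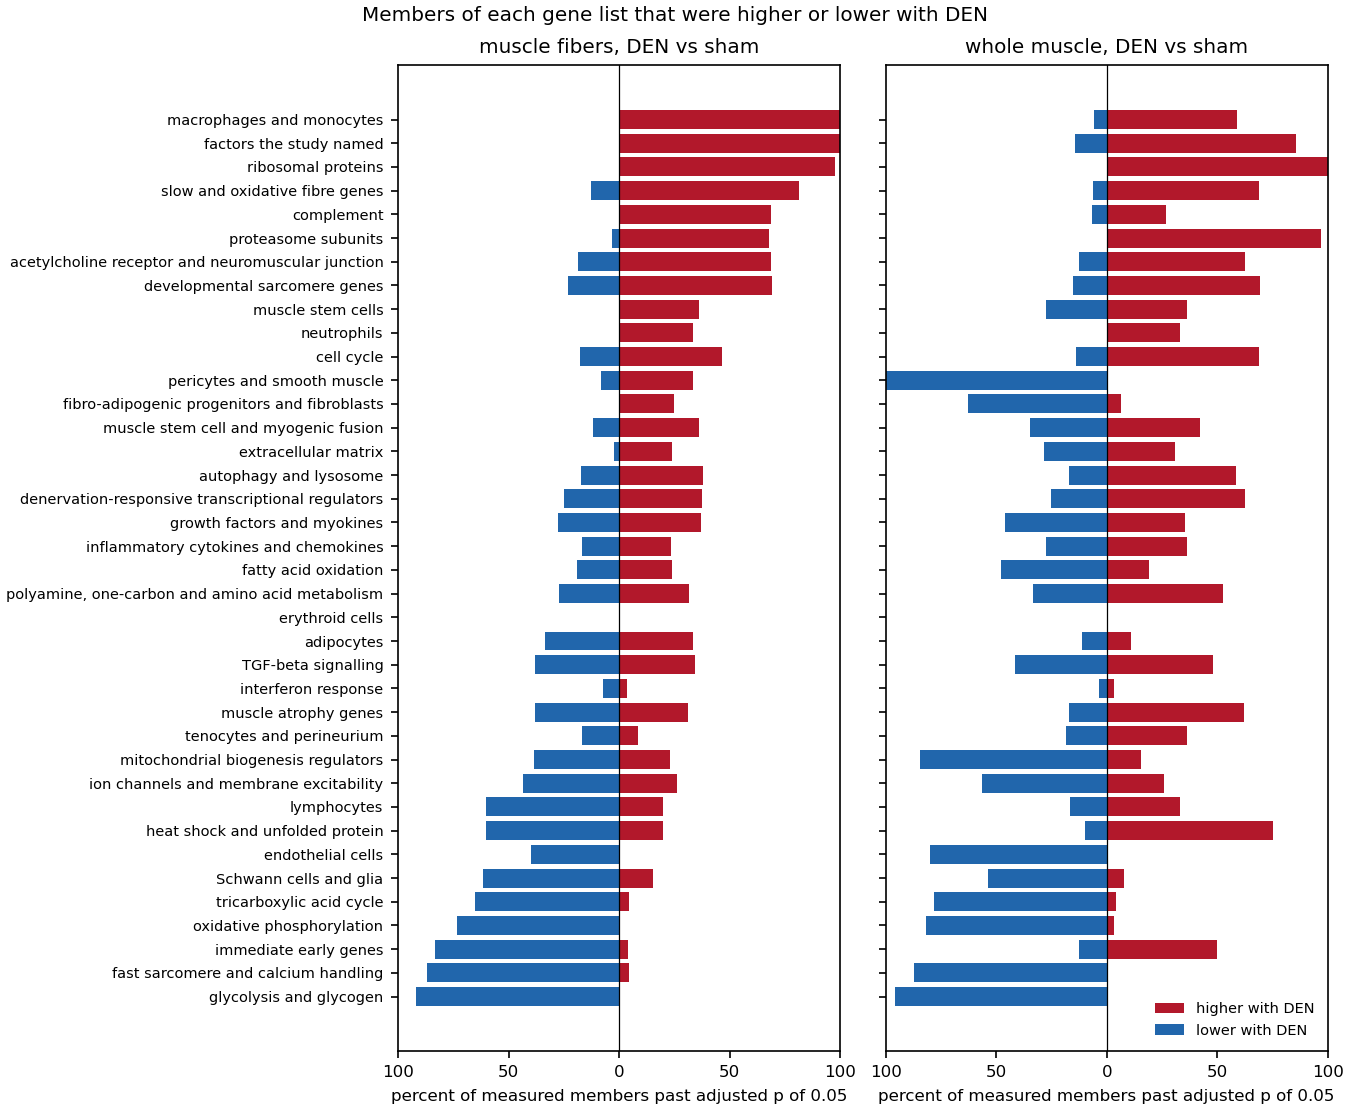
Percent of tested members of each of the 38 gene lists (vertical axis) past an adjusted p of 0.05 with DEN, higher to the right and lower to the left (horizontal axis), in muscle fibers and in whole muscle with TMM scaling. With total counts only, oxidative phosphorylation and tricarboxylic acid cycle genes passed more often as higher than as lower in both, against the reverse with TMM scaling.

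**Figure D3:**
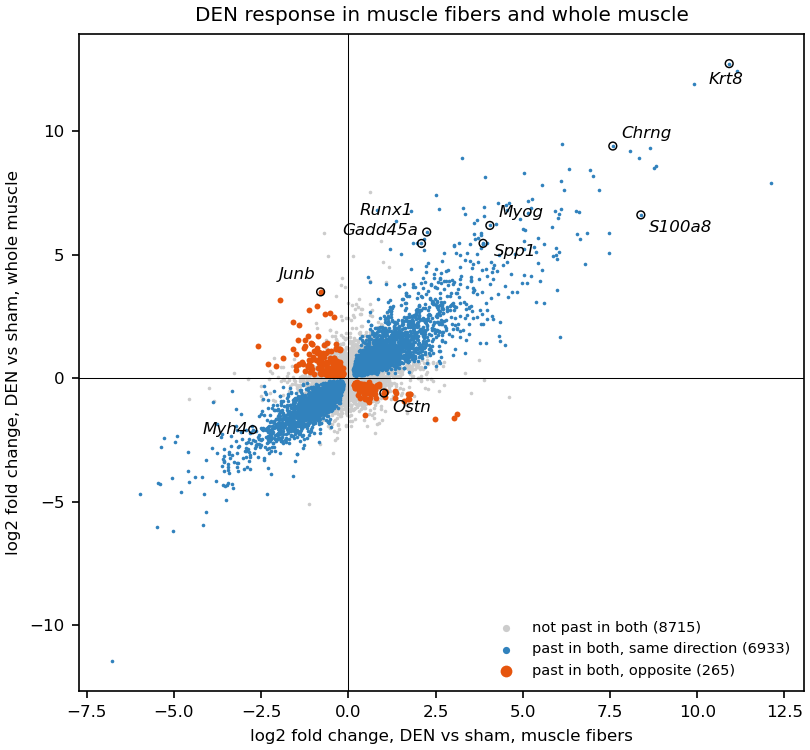
Log2 fold change of DEN over sham in muscle fibers (horizontal axis) and in whole muscle (vertical axis) for 15913 genes tested in both. Blue marks genes past an adjusted p of 0.05 in both with the same direction (6933) and orange those with opposite directions (265) and gray the other genes.

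DEN changed the same genes in the same direction in fibers and whole muscle for most genes that passed in both. Krt18, Chrng, Chrnd, Gdf5 and Mymk rose and Amd1, Smox, Gpd1 and Mylk2 fell in both. Of 15913 genes tested in both, 8694 passed in fibers and 10647 in whole muscle, and 7198 passed in both (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these 6933 (96.3%) had the same direction, 3526 higher (1494.3 for independent calls) and 3407 lower (1414.4 for independent calls). The log2 fold changes of shared genes correlated with Pearson r = 0.910, and those of all genes with r = 0.824, where genes are not independent replicates. At an absolute log2 fold change of at least 0.58 in both, 3532 were shared and 98.1% had the same direction. With thresholds like those of the study 6013 genes passed in fibers and 6906 in whole muscle, and of the 4305 shared 99.1% had the same direction. The opposite direction was found for 265 genes, of which 178 were lower in fibers and higher in whole muscle and 87 the reverse. The first included Junb, Jun (-1.44 in fibers and 1.54 in whole muscle), Hspa1a (-1.28 and 1.23) and Btg2 (-1.49 and 0.98), and the second Tagln (1.72 and -0.85), Eln (1.32 and -0.81) and Heyl (0.57 and -0.88).

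**Figure D4:**
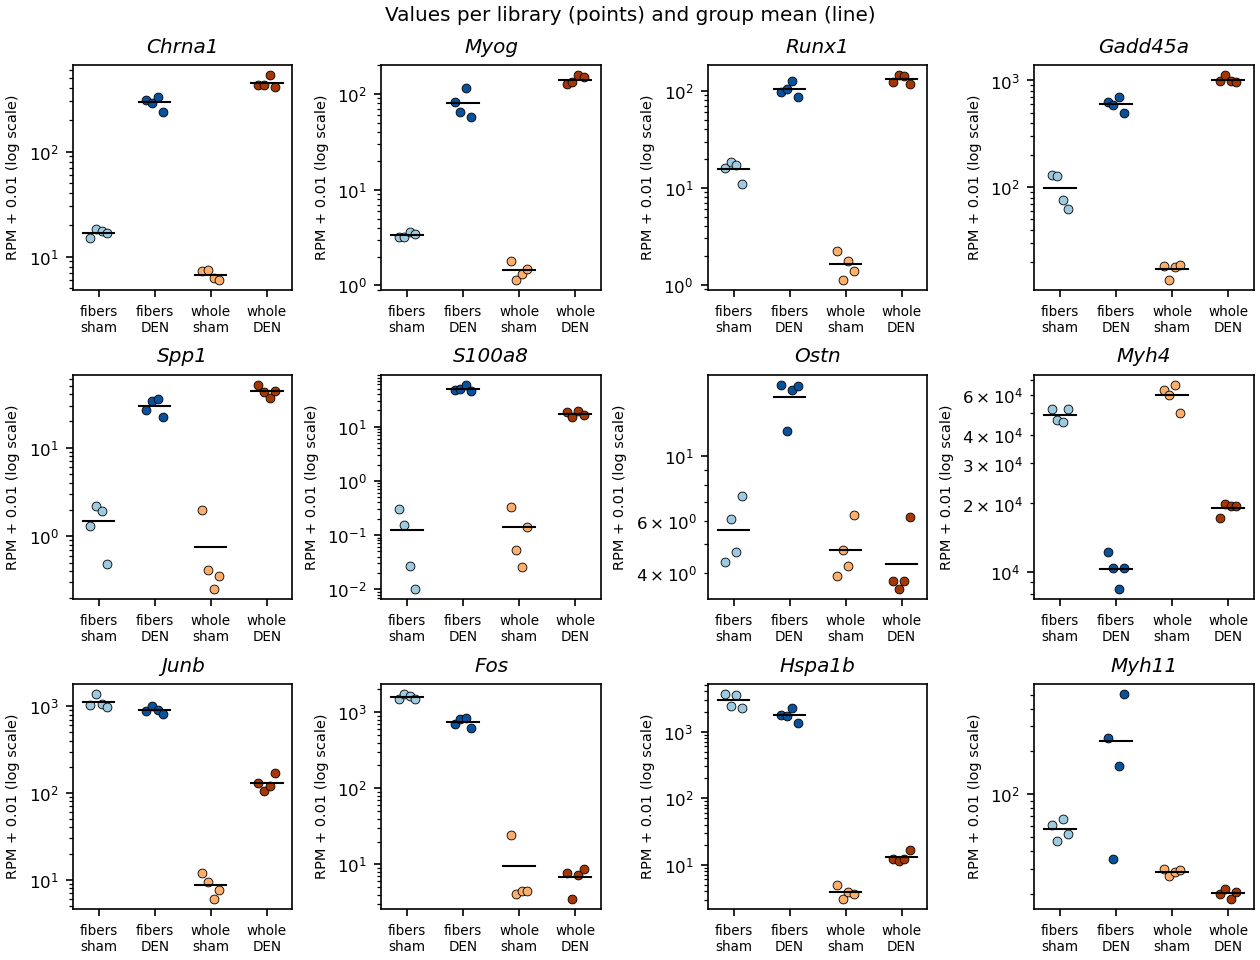
RPM plus 0.01 on a logarithmic vertical axis for 12 genes, with sham and DEN libraries of fibers and whole muscle on the horizontal axis. Each point is 1 library and lines are group means of 4.

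Sham fibers had higher immediate early, heat shock, cytokine, neuromuscular junction and glial genes than sham whole muscle, and lower macrophage, adipocyte, fatty acid oxidation and tricarboxylic acid cycle genes, and of these lists the immediate early genes alone also passed with an estimated correlation. Fos was 1585 ± 115 RPM in fibers and 9.38 ± 10 RPM in whole muscle (log2 fold change 7.39, standard error 0.66, n = 4 per group), Hspa1b 2938 ± 718 and 3.89 ± 0.79 RPM (9.54, standard error 0.28) and Il6 36.6 ± 17 and 0.0291 ± 0.028 RPM (10.08, standard error 0.54). Of 16005 tested genes 7809 (48.8%) passed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05), 4088 higher and 3721 lower in fibers. At an absolute log2 fold change of at least 0.58 there were 4138, with 2733 higher and 1405 lower. Libraries did not overlap in RPM in 6768 genes (42.3%) against a chance share of 2.86%. Whether these differences stem from the muscle, the enzyme treatment or the loss of other cells could not be separated.

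All 24 immediate early genes were higher in sham fibers, with a median log2 fold change of 4.97 (camera with Benjamini-Hochberg adjusted p = 4.2e-71, and 0.0057 with an estimated correlation). Among them were Fosb (9.68), Atf3 (7.41) and Junb (1111 ± 173 RPM in fibers against 8.69 ± 2.5 RPM in whole muscle, 6.98). Of 20 heat shock genes 15 were higher and 0 lower, 16 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 3.1e-25, and adjusted p = 0.096 with an estimated correlation). Examples were Hspa1a at 9.19 and Dnajb1 at 7.24. Of 27 cytokine genes 22 were higher and 4 lower (camera with Benjamini-Hochberg adjusted p = 7.3e-15, and adjusted p = 0.46 with an estimated correlation). Csf3, the granulocyte growth factor, had no count in sham whole muscle and 7.11 ± 2.3 RPM in sham fibers, at least 532-fold scaled to total counts. The neutrophil attractant Cxcl2 differed by 9.11 and the adhesion gene Sele by 9.43 log2 units. The lowest genes relative to whole muscle were the transcription factor gene Sim2 (0.642 ± 0.15 RPM in fibers against 29.9 ± 0.46 RPM in whole muscle, -5.56), slow myosin light chain Myl3 (-5.16), adipsin (Cfd, -4.41) and Car3 (160 ± 45 RPM in fibers against 2097 ± 229 RPM in whole muscle, -3.72).

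Of 13 glial genes 12 were higher and 0 lower in sham fibers (camera with Benjamini-Hochberg adjusted p = 1.6e-05, and adjusted p = 0.52 with an estimated correlation). Examples were Ncmap at 2.27 and Cdh19 at 1.87. Of 15 neuromuscular junction genes 11 were higher and 0 lower (camera with Benjamini-Hochberg adjusted p = 7.5e-06, and adjusted p = 0.14 with an estimated correlation). Examples were Chrnd at 1.70, Utrn at 1.44 and Musk at 1.43. Of 29 atrophy genes 18 were higher and 3 lower, 19 and 3 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 6.2e-06, and adjusted p = 0.46 with an estimated correlation). Examples were Mt2 at 6.33, Gadd45a at 2.53 and Trim63 at 0.82. Macrophage genes were lower in 12 of 17 cases (camera with Benjamini-Hochberg adjusted p = 0.0015, and adjusted p = 0.79 with an estimated correlation). Examples were Ccr2 at -2.52 and C1qa at -1.68. Adipocyte genes were lower in 5 of 7 cases (camera with Benjamini-Hochberg adjusted p = 0.038, and adjusted p = 0.74 with an estimated correlation). Examples were Plin1 at -5.27 and Adipoq at -5.15. Of 21 fatty acid oxidation genes 15 were lower and 0 higher (camera with Benjamini-Hochberg adjusted p = 0.00024, and adjusted p = 0.46 with an estimated correlation). Acads was at -0.70. Of 29 TGF-beta genes 13 were higher and 6 lower (camera with Benjamini-Hochberg adjusted p = 0.0015, and adjusted p = 0.52 with an estimated correlation), among them Id2 (4.13) and Tgif1 (3.15). Tricarboxylic acid cycle genes were lower in 17 of 23 cases (19 adjusted over the list alone), oxidative phosphorylation genes in 18 of 60 with 1 higher (13 and 1 over the list alone) and fibro-adipogenic progenitor genes in 9 of 16. Higher were 8 of 12 tenocyte genes (9 over the list alone), 13 of 24 stem cell and fusion genes with 5 lower, 9 of 15 regulators with 2 lower, 18 of 48 growth factor genes with 6 lower and 17 of 42 matrix genes with 4 lower. The camera adjusted p (Benjamini-Hochberg) of these lists in this order was 0.0011, 0.038, 0.037, 0.019, 0.0032, 0.014, 0.027 and 0.032, and 0.46 to 0.89 with an estimated correlation. The oxidative phosphorylation call ended with total counts only (0.061) and without sham whole muscle library 4 (0.14) or sham fiber library 1 (0.082) or 3 (0.12). The progenitor call ended without sham whole muscle library 1 or sham fiber library 1, 2 or 4 (0.063 to 0.067), and the matrix call without sham whole muscle library 3 (0.069) or sham fiber library 3 (0.17). Extracellular protease and matrix genes Thbs1 (5.23) and Adamts1 (3.61), the imprinted gene Peg3 (153 ± 16 RPM in fibers against 17.8 ± 2.3 RPM in whole muscle, 3.07), Runx1 (3.25) and the polyamine enzyme gene Sat1 (4.35) were higher, and Myh1 (-1.21) and Myh3 (-1.60) lower. None of the 6 tested factors the study named differed, although Spp1 passed without sham whole muscle library 1 (2.1) and Tgfb1 without sham fiber library 4 (0.50) or with all 16 libraries in 1 fit (0.40). Hpgd passed as lower with the DESeq2 Wald test (-1.13), with no filter (-1.1), with all 16 libraries in 1 fit (-1.05) and without sham fiber library 3 (-1.75).

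The DEN effect in fibers minus that in whole muscle was negative for immediate early, heat shock, atrophy, regulator, proteasome and ribosomal genes, and positive for smooth muscle, macrophage, fibro-adipogenic progenitor and endothelial genes. Of these lists the first 4 also passed with an estimated correlation. Junb had a DEN effect lower in fibers by 4.31 log2 units (standard error 0.25, n = 4 per group), Runx1 by 3.69 (standard error 0.24) and Gadd45a by 3.38 (standard error 0.28), and Car3 was higher by 3.10 (standard error 0.24). Of 17497 tested genes 3307 (18.9%) passed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05), 1241 with a higher and 2066 with a lower effect in fibers. With total counts only 2662 passed and 55.9% were higher, against 37.5% with TMM scaling. With no filter 1312 were higher and 1227 lower, and with 1 library left out 39.3% to 52.0% were higher, so the excess of lower effects depends on these choices. At an absolute difference of at least 0.58 there were 1579, with 699 higher and 880 lower. The interaction passed for 1534 (21.3%) of the 7198 genes changed in both, 558 (37.3%) of the 1496 changed only in fibers, 1043 (30.2%) of the 3449 changed only in whole muscle and 49 (1.30%) of the 3770 changed in neither.

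Lower DEN effects in fibers were largest in Rrad (1.45 ± 0.47 to 370 ± 50 RPM in whole muscle, 182 ± 100 to 393 ± 100 RPM in fibers, -6.95), Cxcl10 (-6.60), the carboxylesterase gene Ces2c (-5.00) and Ankrd1 (-4.27). Of 24 immediate early genes 15 were lower and 0 higher, 17 adjusted over the list alone (median -1.74, camera with Benjamini-Hochberg adjusted p = 1.8e-30, and 0.0034 with an estimated correlation). Examples were Fosl1 at -5.56 and Egr3 at -3.91. Denervation-responsive regulators were lower in 9 of 16 cases (camera with Benjamini-Hochberg adjusted p = 3e-12, and 0.0070 with an estimated correlation). Examples were Sox11 at -2.35, Myog at -2.15 and Hdac4 at -1.02. Of 20 heat shock genes 12 were lower and 1 higher, 14 and 1 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 7.5e-18, and 0.025 with an estimated correlation). Examples were Hspa1b at -2.56 and Hsp90aa1 at -2.50. Atrophy genes were lower in 18 of 29 cases (camera with Benjamini-Hochberg adjusted p = 1.8e-11, and 0.025 with an estimated correlation). Examples were Mt2 at -4.25, Cdkn1a at -3.57 and Trim63 at -1.27. More atrophy genes and regulators were higher than lower in sham fibers against sham whole muscle, as given above. How far their smaller DEN effects in fibers reflect this sham level was not tested. Proteasome subunits were lower in 26 of 31 cases, 29 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 8.1e-12, and adjusted p = 0.42 with an estimated correlation). Ribosomal protein genes were lower in 33 of 43 cases, 41 adjusted over the list alone and 4 with total counts only (camera with Benjamini-Hochberg adjusted p = 1e-09, and adjusted p = 0.43 with an estimated correlation). Rpl3 was at -0.78. Of 16 neuromuscular junction genes 4 were lower and 1 higher (camera with Benjamini-Hochberg adjusted p = 0.0019, and adjusted p = 0.42 with an estimated correlation), and of 29 autophagy genes 10 were lower and 0 higher, 13 adjusted over the list alone (adjusted p = 0.0032, and 0.23 with an estimated correlation). Receptor genes Chrna1 and Chrnd were both lower by 2.02, whereas Musk did not differ (-0.01). Chrng did not pass (-1.84, edgeR with Benjamini-Hochberg adjusted p = 0.11) but did with the DESeq2 Wald test (-1.87).

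Large higher DEN effects in fibers were seen in smooth muscle calponin (Cnn1, 4.57, standard error 1.09), Car3 (3.10), the desaturase gene Scd1 (14.1 ± 3.6 to 401 ± 66 RPM in fibers, 2.81) and Tagln (2.55, standard error 0.66). Of 12 pericyte and smooth muscle genes 9 were higher, 10 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 9e-07, and adjusted p = 0.19 with an estimated correlation). Myh11 was at 2.51. The members that passed with DEN were 4 higher and 1 lower in fibers and 12 lower in whole muscle, so the difference joins a rise of some to a fall of all. Of 17 macrophage genes 4 were higher, 10 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 4.7e-05, and adjusted p = 0.48 with an estimated correlation). Examples were Fcgr1 at 1.76 and Cd163 at 1.6. Effects were also higher for fibro-adipogenic progenitor (4 of 16), complement (4 of 16, with 1 lower), fatty acid oxidation (5 of 21), endothelial (3 of 15) and extracellular matrix genes (8 of 42, with 2 lower, median 0.27 and mean -0.02). Their camera adjusted p (Benjamini-Hochberg) was 0.00054, 0.0014, 0.0017, 0.0096 and 0.017, and 0.42 to 0.78 with an estimated correlation. The matrix call ended with total counts only (0.072) and without DEN whole muscle library 1 or 3, sham whole muscle library 1 or 4, DEN fiber library 3 or sham fiber library 1, 2 or 4 (0.061 to 0.18). Other cell lists did not follow, with 1 glial gene higher and 4 lower of 13, 0 and 1 of 6 lymphocyte genes, none of 12 tenocyte genes and 2 and 2 of 11 muscle stem cell markers. The glial list did not pass (camera with Benjamini-Hochberg adjusted p = 0.091), but it passed as lower with total counts only (0.048) and without DEN whole muscle library 2 or 3, sham whole muscle library 2 or 3, DEN fiber library 3 or sham fiber library 1 or 4 (0.0060 to 0.050). The lymphocyte list passed as lower without sham whole muscle library 1 (0.022). Of 13 mitochondrial biogenesis regulators 5 were higher, 7 adjusted over the list alone (camera with Benjamini-Hochberg adjusted p = 0.0019, and adjusted p = 0.42 with an estimated correlation). Examples were Esrrg at 1.46 and Ppara at 1.04. The slow genes Myh7 (2.40) and Casq2 (1.75), the embryonic myosin gene Myh3 (1.86) and Pax7 (1.17) also had higher effects in fibers. Among the factors the study named, Ostn was higher (1.6, standard error 0.29) and Tgfb1 lower (-1.14, standard error 0.17). S100a8 did not pass (1.75, edgeR with Benjamini-Hochberg adjusted p = 0.16) but did without sham fiber library 1 (2.90, adjusted p = 0.036), and Spp1 did not pass (-1.62, adjusted p = 0.077) but did without sham whole muscle library 1 (-2.71) or sham fiber library 4 (-1.87).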

Values the study reported

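The paper reported over 4000 differentially expressed genes shared by isolated muscle fibers and whole muscle after denervation, of which 99% changed in the same direction.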

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

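The 4 tests of the immediate early and heat shock genes, the test of a fiber response of S100a8 and the 3 tests of the smooth muscle genes were chosen after their results were seen, and the smooth muscle tests were changed after a first look at the values. The S100a8 tests for neutrophils and for 1 library and all tests with the libraries regrouped were planned.

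A single library stood apart from the other 3 of its group in 25 of 272 comparisons, where chance alone gives about 1 in 20, or 13.6. Sham fiber library 3 had 23206 genes detected against 22252 to 22394, fibro-adipogenic progenitor genes at 5.65 log2 RPM against 4.68 to 4.80, and pericyte and smooth muscle genes at 4.98 against 4.45 to 4.52. DEN fiber library 3 had macrophage genes at 3.29 against 2.80 to 2.86 log2 RPM and Mybpc2 at 273 against 466 to 493 RPM. Sham whole muscle library 1 had lymphocyte genes at -0.11 against -0.41 to -0.36 log2 RPM, Spp1 at 1.97 against 0.241 to 0.399 RPM, Lgals3 at 5.46 against 1.22 to 1.86 RPM, Fbxo32 at 369 against 281 to 294 RPM, Trim63 at 244 against 181 to 188 RPM and Dkk3 at 24.4 against 7.22 to 9.39 RPM. Sham whole muscle library 2 had pericyte and smooth muscle genes at 4.54 against 4.69 to 4.71 log2 RPM and Gadd45a at 13.6 against 17.8 to 18.5 RPM.

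Sham fiber library 1 had lymphocyte genes at -0.22 against -0.38 to -0.37 log2 RPM, and sham fiber library 4 had Tgfb1 at 7.46 against 10.5 to 10.6 RPM. Among DEN fibers, library 1 had Il6 at 84.3 against 40.6 to 44.7 RPM, library 2 had Ostn at 12.2 against 16.8 to 17.5 RPM and Krt8-ps at 4.81 against 6.45 to 6.73 RPM, and library 4 had Amd2 at 5.28 against 6.65 to 6.89 RPM. Among DEN whole muscle, library 4 had Ostn at 6.17 against 3.50 to 3.73 RPM, Ppargc1a at 33.1 against 28.2 to 28.3 RPM, Hspa1b at 16.4 against 11.5 to 12.2 RPM and Car3 at 6823 against 7424 to 7456 RPM. DEN whole muscle library 3 had Chrng at 103 against 56.1 to 63.8 RPM and Fosb at 2.65 against 0.487 to 0.756 RPM.

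The DEN effect differed between fibers and whole muscle in 24 of 68 comparisons of named genes and lists, of which 8 were genes named because their difference was among the largest. Of all tested genes 18.9% differed. The log2 difference of fibers minus whole muscle was -1.14 for Tgfb1, 1.6 for Ostn, -4.31 for Junb, -2.02 for Chrna1, -2.15 for Myog, -3.69 for Runx1, -1.02 for Hdac4, -3.38 for Gadd45a, -1.27 for Trim63, 1.86 for Myh3, -0.67 for Myh4 (adjusted p = 0.052 to 0.071 in 9 fits without 1 library, edgeR with Benjamini-Hochberg) and 1.17 for Pax7. Among the largest differences it was 4.57 for Cnn1, 3.10 for Car3, 2.81 for Scd1, 2.55 for Tagln, -6.95 for Rrad, -6.60 for Cxcl10, -5.00 for Ces2c and -4.27 for Ankrd1. The median difference of list members was -0.85 for denervation-responsive regulators, -0.75 for heat shock genes, -1.74 for immediate early genes and -0.45 for atrophy genes.

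The lower DEN effect on immediate early and heat shock genes in fibers may reflect the isolation itself. Of these genes 86.4% (38 of 44) were higher in fibers than in whole muscle with no overlap between libraries after DEN, and as many after sham. Of all genes 29.6% were higher in this way after DEN, against a chance share of 1.43%. The large sham difference, seen beforehand, made this share after DEN likely, so it does not decide the cause. An equal rise in sham and DEN fibers would not by itself make the immediate early genes fall with DEN in fibers. The scaling does not account for the fall of the immediate early genes in fibers, as their median log2 fold change there was -0.67 with total counts only. For the heat shock genes an effect of the scaling and a fall cannot be told apart, because their median turned from -0.46 to 0.038 with total counts only, with 8 higher and 8 lower. Whether the collagenase isolation or the EDL accounts for the median of 4.97 log2 units between sham fibers and sham TA cannot be told apart, because no EDL was sequenced without isolation. Of the 178 genes lower in fibers and higher in whole muscle after DEN, 16 belonged to these lists.

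Neutrophils are unlikely to carry the rise of S100a8 in DEN fibers, since S100a9, which neutrophils express with it, reached 0.948% of its level (0.476 ± 0.072 RPM) and Ly6g had no count. A single library does not account for the rise, as the largest share of 1 library was 29.2% and the 4 libraries ran from 44.6 to 58.6 RPM. S100a8 in DEN fibers was 291% of its level in DEN whole muscle, as a source in the fibers themselves could give, although cells that stay attached to isolated fibers were not counted. Macrophage genes averaged 2.95 log2 RPM in DEN fibers and 3.12 in DEN whole muscle. A difference between EDL and TA could also give the higher S100a8 level and was not separated.

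The higher DEN effect on smooth muscle genes in fibers may come from varying amounts of arterial wall left on the fibers, since 5 of 5 contractile genes (Acta2, Myh11, Tagln, Cnn1 and Myl9) ordered the 4 DEN fiber libraries alike and Myh11 differed 14.3-fold between the highest and lowest. DEN fiber library 2 was at the sham level, with Tagln at 23.2 RPM against 123 to 298 RPM in the others. The values argue against a rise of pericytes and smooth muscle cells alike, which would raise the 7 other genes of the list by about the 1.59 of the contractile genes. Their median was 0.0082 (standard deviation 0.31, highest 0.61 for Cspg4), with 1 higher and 1 lower. Notch3 alone of the 7 (0.27) ordered the 4 DEN fiber libraries as the contractile genes did, from 35.5 to 76.4 RPM. The lowest median of the 5 genes with 1 library left out was 0.86, against 1.59 with all, so a rise with DEN cannot be told apart from the spread between libraries. In whole muscle the median of the 5 genes was -0.85.

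Libraries were regrouped at random or in every way possible. No other grouping reached the counts of genes, whereas other groupings reached the counts of lists. Other groupings mix libraries of the real groups, which widens the spread within groups and lowers the counts of genes. Some also keep part of the real difference. The regrouped counts therefore give no level for chance, either for genes or for lists. Even so, the counts of lists at the preset correlation did not set the real grouping apart. Other groupings had medians of 14.5, 13, 13 and 15 lists, in the order of the list counts below. A list that passed at the preset correlation alone is therefore weak evidence. The 9047 genes for DEN in fibers were reached by 1 of 35 groupings, the real one (highest other 0), the 10845 in whole muscle by 1 of 35 (highest other 0), the 7809 for sham fibers against whole muscle by 1 of 35 (highest other 1), the 3307 of the interaction by 1 of 60 (highest other 0) and the 7198 shared genes by 1 of 100 (highest other 0). At the preset correlation the 17 lists for DEN in fibers were reached by 12 of 35 groupings (highest other 20), the 19 in whole muscle by 9 of 35 (23), the 18 for sham fibers against whole muscle by 8 of 35 (20) and the 16 of the interaction by 22 of 60 (23).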

How the results depend on the processing

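All alternatives were planned except leaving out the 3 libraries that stood apart, which was chosen after the data were seen.

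Setting a minimum log2 fold change of 0.58 lowered the genes for DEN from 9047 to 5111 in fibers, from 10845 to 6004 in whole muscle and from 7198 to 3532 shared, with 98.1% in the same direction. Thresholds like those of the study gave 6013, 6906 and 4305, with 99.1% in the same direction. With total counts only 11443 genes passed in fibers, 12255 in whole muscle, 7167 between sham preparations and 2662 in the interaction, and 9609 were shared, with 97.5% in the same direction and r = 0.881. Of the 11443 and 12255 genes 86.9% and 81.4% were higher after DEN, and 505 and 790 genes passed with the opposite sign. The cause of this shift was not tested.

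With total counts only the signs of Sdhd (0.15, adjusted p = 0.0775) and Fh1 (0.21, adjusted p = 0.0424) in fibers and Ppargc1a in whole muscle (0.0797, adjusted p = 0.31) turned (edgeR, Benjamini-Hochberg). The same setting ended 6 of 459 calls of named genes and added 4, and ended 11 list calls and added 5. The DESeq2 Wald test added 4 calls of named genes, and RLE factors, the filter of 1 RPM and leaving out mitochondrial genes changed none.

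With an estimated correlation 2 instead of 17 lists passed for DEN in fibers, 4 instead of 19 in whole muscle, 1 instead of 18 between sham preparations and 4 instead of 16 in the interaction, whereas fry raised the whole muscle count to 30.

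The DESeq2 Wald test gave 9447, 10921, 8432 and 3678 genes for the 4 comparisons and 7281 shared, no filter 9252, 11285, 8340, 2539 and 7146 (96.7% in the same direction), and all 16 libraries in 1 fit 10167, 10664 and 9158 with 7836 shared. The filter of 1 RPM gave r = 0.916, the threshold of 0.58 gave r = 0.922, and leaving out the 3 libraries that stood apart gave 8375, 10771, 6812 and 2751 genes and 6736 shared (96.9%, r = 0.902).

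Leaving out 1 library in turn gave 8242 to 9299 genes for DEN in fibers, 10279 to 10861 in whole muscle, 6921 to 7709 between sham preparations, 2475 to 3769 in the interaction and 6618 to 7209 shared, with 95.5% to 97.1% in the same direction and r from 0.900 to 0.915. List counts ran from 15 to 18, 19 to 21, 16 to 18 and 15 to 19. Of 459 results for named genes 31 changed in at least 1 such fit.

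The replicate numbers were not taken to pair the libraries, since not every pair with the same number correlated above 0.1. DEN and sham fibers with the same number correlated from 0.05 to 0.26 and 3 of 4 correlated best with their own number, and in whole muscle 1 of 4 did (-0.06 to 0.12). Between fibers and whole muscle 2 of 4 did after DEN (-0.03 to 0.20) and 3 of 4 after sham (-0.07 to 0.18), which is a hint from the data and does not show whether EDL and TA share animals. The number as a block gave 9347, 10478, 8031 and 3312 genes and 7273 shared (r = 0.905), and changed 5 calls of named genes and 4 of lists.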

Other observations

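The genes of this part and their tests were chosen after values were seen, except the test of the isolation response, which was planned.

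Some imprinted and clock genes, which were not tested as lists, also differed between DEN and sham. The imprinted noncoding RNA H19 rose from 127 ± 29 to 3534 ± 369 RPM in fibers (log2 fold change 4.30) and from 172 ± 41 to 2478 ± 312 RPM in whole muscle (3.42). Its neighbor Igf2 rose by 1.67 and 1.24 at low levels (0.513 to 2.29 RPM in fibers and 0.487 to 1.53 RPM in whole muscle). The imprinted genes Zim1 (1.78 and 2.09) and Peg3 (1.15 and 2.76) rose in both. Rian and Meg3 fell in whole muscle by 1.80 and 1.15 and were lower in fibers (-0.80 and -0.64), where the calls ended with total counts only (-0.31 and -0.15). Among clock genes Dbp rose (1.49 in fibers and 1.62 in whole muscle), whereas Arntl (-1.13 and -0.74) and Cry1 (-1 and -0.87) fell, by less with total counts only (-0.64 and -0.31 for Arntl, -0.51 and -0.44 for Cry1). Per1 and Per2 rose in whole muscle (1.82 and 1.75) and did not pass in fibers (0.06 and 0.49), where they passed with total counts only (0.54 and 0.97). Ciart rose in whole muscle (2.14) and fell in fibers (-1.40). The hour of collection was not given for the groups. For the clock genes an effect of DEN therefore cannot be told apart from a difference in that hour. Besides Krt8 and Krt18, Krt80 rose by 2.70 and 2.80, and the ubiquitin hydrolase gene Uchl1 rose by 4.14 and 4.46. Krt7 rose by 2.60 and 1.90 but stayed at low levels (0.048 to 0.415 RPM in fibers and 0.0781 to 0.405 RPM in whole muscle).

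It was predicted before the test that isolation of fibers might start part of the DEN response, so that genes raised by DEN in whole muscle would be higher in sham fibers. With separate sham libraries for the 2 differences, the correlation over 13174 genes had a median of 0.188 (0.152 to 0.216 over 6 splits), and genes are not independent replicates. The correlation is weak and could also stem from the EDL differing from the TA.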
